# Recipe for a Busy Bee: MicroRNAs in Honey Bee Caste Determination

**DOI:** 10.1371/journal.pone.0081661

**Published:** 2013-12-11

**Authors:** Xiangqian Guo, Songkun Su, Geir Skogerboe, Shuanjin Dai, Wenfeng Li, Zhiguo Li, Fang Liu, Ruifeng Ni, Yu Guo, Shenglu Chen, Shaowu Zhang, Runsheng Chen

## Abstract

Social caste determination in the honey bee is assumed to be determined by the dietary status of the young larvae and translated into physiological and epigenetic changes through nutrient-sensing pathways. We have employed Illumina/Solexa sequencing to examine the small RNA content in the bee larval food, and show that worker jelly is enriched in miRNA complexity and abundance relative to royal jelly. The miRNA levels in worker jelly were 7–215 fold higher than in royal jelly, and both jellies showed dynamic changes in miRNA content during the 4^th^ to 6^th^ day of larval development. Adding specific miRNAs to royal jelly elicited significant changes in queen larval mRNA expression and morphological characters of the emerging adult queen bee. We propose that miRNAs in the nurse bee secretions constitute an additional element in the regulatory control of caste determination in the honey bee.

## Introduction

Eusocial insects, of which the honey bee is the most extensively/intensively researched species, are unusual in the sense that the female exists as two (or in some cases, several) phenotypes derived from the same genotypic background [1]. In the honey bee, the worker is designed for and carries out, most functions normally assigned to motherhood, such as nest-building, feeding and caring for the brood, guarding and foraging. In essence, the worker bee is everything a mother bee should be – with the sole exception of being exactly that – a mother bee. That function is occupied by the single queen bee, who receives all the additional genomic input the colony requires by mating with a number of males, and thereafter devotes her to laying all the eggs needed to maintain the colony.

Female caste determination has traditionally been ascribed to special properties of royal jelly, which is fed in copious amounts to prospective queen bee larvae, thereby ensuring attainment of the royal status, whereas the less sophisticated diet enjoyed by the rest of the brood leads to the worker bee fate [2]. Careful analysis of the royal jelly [3], [4], [5], [6], [7], [8] has failed to identify any specific, non-nutritional “queen-making” factor, and the prevailing view is that nutrient-sensing pathways [9], [10], [11], [12] translate the dietary status of the larvae into differences in physiology and gene expression [13], [14], [15], [16], [17], [18] that are ultimately fixed by epigenetic modifications of the larval genomes [19], [20], [21], [22], [23]. Masaki Kamakura recently found that a specific factor in royal jelly, royalactin, drove queen development through an Egfr-mediated signaling pathway [24].

The worker and queen bee developmental fates can be understood in terms of different development programs that are encoded in the bee genome and have been designed from various components derived from its Hymenopteran ancestry [25]. Analysis of differential genetic expression in anarchic (egg-laying) and wild-type worker bees has led to the suggestion that the queen fate may actually be the default female bee development program [26]. From an evolutionary perspective it also appears reasonable to assume that the queen is closer to the normal insect female, and that the production of a specialized, sterile worker must be a highly costly and very risky strategy that requires tight regulatory control. These observations all seem to imply that it is the worker program that needs to be actively switched on, and, thus, that it is the prospective worker larva that must receive a specific environmental signal (nutritional or other) to activate this program. It appears to be a common assumption that the nurse bee secretions supplied to prospective worker larvae during their first few days of development is royal jelly [2], [27] and thus should be identical in composition to that which the queen larva receives. However, it has been noted that the secretions provided to prospective workers differ in outward appearance and glandular origin from the royal jelly provided to queen larvae [28], and thus the possibility cannot be excluded that nurse bees are capable of differentiating the quality of the glandular excretions supplied to the two types of larvae. Nucleosides corresponding to substantial RNA levels have been isolated from royal jelly, showing that hypopharyngeal glands are capable of secreting these types of molecules [29], [30]. Feeding larvae double-stranded RNA, complementary viral or endogenous mRNAs elicit RNAi responses, thus demonstrating that RNAs in the feed may exert intracellular effects in the larva [31], [32]. MicroRNAs have recently emerged as a class of regulatory molecules endowed with the task of regulating, fine-tuning and maintaining patterns of differential gene expression underlying cellular and tissue fates [33], [34], including aspects involving epigenetic control [35]. Analyses have revealed specific differences in miRNA composition and concentrations between worker and queen bee adults, pupae [36] and larvae, and we therefore investigated the small RNA content in royal and worker jelly. The results show that worker jelly is far more abundant in miRNA types and concentration than royal jelly. Though individual miRNAs commonly fail to elicit distinct phenotypic changes [34], we show that certain miRNAs supplied to the larval feed of prospective queens are capable of altering specific adult morphological characters in the direction of the worker bee. In one case (miR-184) this included a range of characters and was also reflected in substantial changes to the larval mRNA expression pattern.

## Results

### Expression profiling of worker and royal jelly

We collected worker and royal jelly of the Italian honeybee (ZND No.1, *Apis mellifera ligustica*) at 73∼90 hours (4th-day larvae), 97∼114 hours (5th-day larvae), and 121∼138 hours (6th-day larvae) after hatching. After total RNA was extracted and quantified, equal amounts of total RNAs from each of the three sampling days were pooled into worker and royal jelly samples, and the fraction of small RNAs less than 30nt long was retained and sequenced on the Illumina/Solexa high-throughput platform (HTP). After filtering out short (<18 nt) and low quality reads, we were left with 5,919,507 and 6,523,840 small RNA reads from the worker and royal jelly, respectively, which were used for further analysis.

The most striking difference between the worker and royal jellies is the relative composition of small RNA types. In worker jelly, known miRNAs and tRNAs make up 51% and 17% of the filtered sequence reads, respectively, whereas in the royal jelly, only 2% of the sequence reads represent known miRNAs, compared to 48% representing tRNAs (Figure 1). Other annotated ncRNAs (mainly snRNAs, snoRNAs and rRNAs) made up comparable fractions of the sequences reads (6% and 9% in worker and royal jelly, respectively), whereas sequence reads corresponding to potential transcripts arising from unannotated genomic regions (introns and intergenic regions) constituted 26% and 41% in worker and royal jelly, respectively. Comparison to a parallel analysis in worker and queen bee larvae showed no similar distortion of small RNA category distribution (unpublished data).

**Figure 1:**
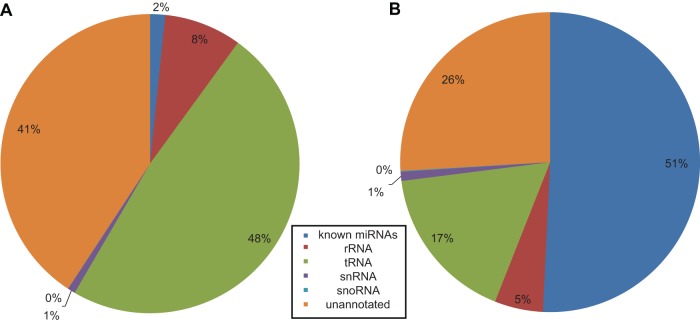
Composition of small RNAs in worker and royal jelly RNA samples.

### miRNAs are more abundant in worker jelly than in royal jelly

There are 58 bee miRNAs annotated by mirBase13.0, and we detected 48 of these in the two jellies (48 in worker jelly and 25 in royal jelly). In terms of sequence reads these 48 miRNAs varied across five orders of magnitude. Fourteen of the known miRNAs had less than 10 sequence reads in both samples, and for these, meaningful concentration differences between the two jellies could not be calculated. For the remaining 34 miRNAs, their concentrations in the worker jelly were invariably much higher (7–215 fold) than in royal jelly (Figure 2, Table S1). Generally, the concentrations of individual miRNAs in royal jelly mirrored those of the worker jelly at lower concentrations (Pearsons correlation coefficient  = 0.967), and the observed differences are more compatible with the notion of overall (or collectively) lower miRNA levels in royal relative to worker jelly, rather than an interpretation in terms of strong expression in individual miRNA levels between two jellies. The distribution of miRNA concentrations in the worker and royal jellies were similar to, but not identical with the miRNA expression patterns observed in worker and queen larvae (Figure S1). In accordance with previous observations in the fly [37] and honey bee [38], we observed passenger strand (miRNA*) sequences for numerous known miRNAs (Table S2), suggesting that such strands are frequently functional in insects [39].

**Figure 2:**
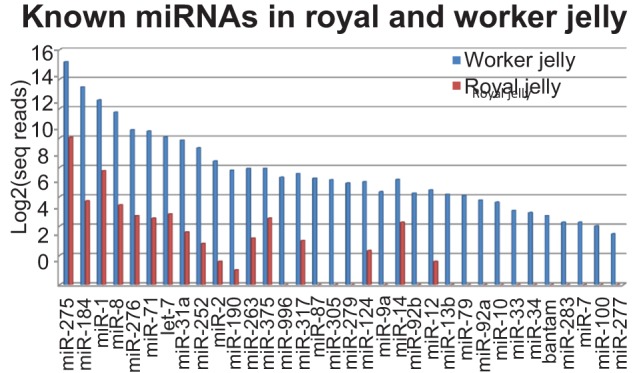
Concentration levels of 34 miRNAs in worker and royal jelly.

### Novel miRNAs are predominantly found in worker jelly

In order to identify possible novel miRNAs, we used the MIREAP software to identify potential stem-loop structures in sequences flanking the remaining unannotated reads. This yielded 44 potential miRNAs derived from 31 miRNA precursors, and further analysis with MiPred [40] confirmed 29 of 31 of these (Table S3). All 44 of the putative miRNAs were detected in worker jelly, and only 6 of these were also seen in the royal jelly sample. Overall, the novel miRNAs were present in far lower concentrations (WJ average ∼47 sequence reads) than known miRNAs (WJ average ∼1240 sequence reads), and only 22 of the novel miRNAs were represented by more than 10 sequence reads in any of the jelly samples (Figure 3). Conservation analysis (mirAlign [41]) showed that among the 31 novel miRNA precursors, five were homologous with miRNA genes in other insects (*Drosophila*) species, and two showed similarity to rodent miRNAs (Table S3).

**Figure 3:**
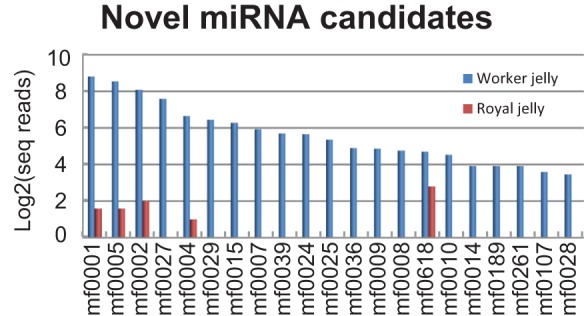
Novel miRNA candidates in worker and royal jelly. Only transcripts represented by more than 10 sequence reads in any sample are shown.

After removal of novel miRNA candidates and passenger strands, we were left with approximately 30,000 unannotated unique transcripts which could be mapped to 14573 loci. Of these, 7748 and 6050 were found in either royal or worker jelly, respectively, and only 775 loci were represented in both jellies. Based on sequence characteristics and similarities, we could tentatively group some of the unannotated sequence reads into piRNA-, siRNA-, and miRNA-like transcripts (Table S4).

### Jelly miRNAs and their predicted mRNA targets cluster in functionally enriched modules

In order to obtain information on the possible functional roles for the worker and royal jelly miRNAs, we used the Miranda software [42] to predict targets of all known and novel miRNAs detected in the jellies. Manual inspection of the lists of predicted target mRNAs revealed that the 10 miRNAs with the highest concentration in worker jelly (Figure 2) tended to collectively target specific mRNAs. Among the targets of these 10 miRNAs, there were five different mRNAs, each targeted by 6 of the miRNAs. The estimated probability of one mRNA being targeted by 6 miRNAs is approximately 1.8×10^−5^ and the estimated probability of encountering five such cases among the targets is less than 10^−23^. Moreover, each of these five collectively targeted mRNAs is annotated with functions related to central nervous system development (see Table S5). Thus, to identify more modules consisting of groups of co-targeting miRNAs and co-targeted mRNAs, we assembled and used the information on miRNA and mRNA expression profiles to construct a miRNA-mRNA target network. Briefly, we hypothesized that if a miRNA was present in worker jelly at a high concentration (relative to royal jelly), its predicted mRNA targets in worker larvae should be down-regulated relative to queen larvae, and vice versa. On this basis, we selected miRNA-mRNA pairs with correlated variations in jelly miRNA and larval mRNA levels, and used these pairs to construct a “jelly miRNA – bee mRNA” regulatory network with 441 nodes and 2132 edges. From the network, we identified (using the MCODE software [43]) four modules, which we tested for possible functionality by calculating the enrichment of specific Gene Ontology (GO) terms among the mRNAs belonging to each module (Figure S2). All four modules showed significant (p<0.05) enrichment for a number of GO Biological process terms, Cellular component terms and Molecular function terms (Table S6).

### Jelly miRNA contents change dynamically through larval development

Determination of the characters that distinguish queen and worker bees take place at a particular time points during larval development [25], and it was therefore of interest to monitor the jelly miRNAs during the course of larval development. To this end, we used quantitative RT-PCR to measure the concentrations of 22 known miRNAs in royal and worker jelly collected 4, 5 and 6 days after hatching of the larvae. The qRT-PCR data largely reproduced the differences in royal and worker jelly miRNA concentration. The most consistent trend over the 3-day sampling period was a strong drop in concentration for all tested miRNAs in royal jelly from day 4 to day 5, after which the levels remained stable (Figure 4A). The trend was statistically significant (p<0.05, paired t-test) for 10 of the 22 tested known miRNAs, and among these the decrease in miRNA concentration varied from 2.6 fold (bantam) to 64 fold (miR-279). In comparison, the variations in worker jelly miRNA concentrations were smaller, less systematic, and generally positive, particularly from day 4 to day 5. Worker jelly miRNAs with significant (p<0.05, paired t-test) day-to-day/diurnal changes, either showed a persistent 1.5–1.7 fold increase in concentration from day 4 through day 6 (miR-275 and miR-279), or a transient (1.4–4.5 fold) increase in concentration from day 4 to day 5, followed by a slightly less marked (1.7–2.1 fold) decrease from day 5 to day 6 (*e.g.*, bantam, miR-184; Figure 4B).

**Figure 4:**
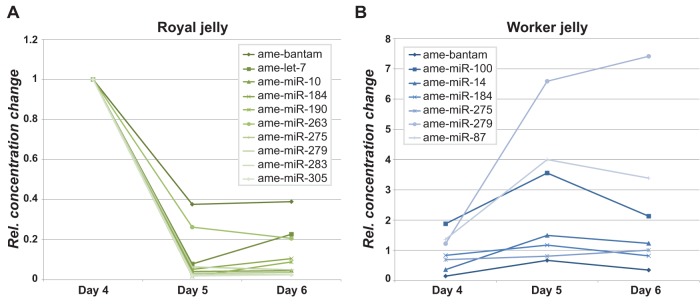
Dynamic variation in jelly miRNA concentrations during larval development. Only miRNAs with significant (p<0.05; t-test) variation in concentration are shown. A. Royal jelly. B. Worker jelly. All concentrations are scaled to 1 on day 4 in royal jelly.

In order to validate the qRT-PCR data, and extend the analysis to a wider set of miRNAs and miRNA candidates, we extracted total RNA from fresh royal and worker jelly samples, and hybridized to a microarray composed of 515 probes against almost all isoforms of the 123 detected known and candidate miRNAs detected by the deep sequencing analysis. The microarray data confirmed the general reduction in the miRNA concentrations from day 4 to day 5 and 6 in royal jelly (Figure S3). The worker jelly miRNA concentrations were more variable, with 77 miRNAs showing significant (p<0.01) changes in concentration. Similar to the qRT-PCR data, a majority of these showed either a persistent (28 miRNAs) or transient (15 miRNAs) increase in concentration, while 25 miRNAs had significantly lower concentrations on day 5 than on the preceding and the following day, and only 9 miRNAs showed a persistent fall in concentration through the period (Figure S4). Comparison of royal and worker jelly on individual days gave 8, 17, and 32 miRNAs with significant (p<0.01) differences in concentrations on days 4, 5 and 6, respectively (Table S7). Seven of these miRNAs (miR-12, miR-263, miR-263b, miR-277, miR-283, miR-31a and miR-3), all having lower concentrations in royal jelly, were predicted to target 3 juvenile hormone related genes (GenBank: XM_001119986.1, XM_001121814.1, and XM_396819.3).

### Addition of miRNAs to the larval food influences honeybee morphology

The effects of individual miRNAs on phenotypic characters are usually subtle, and it normally takes a combination of several miRNAs to obtain an observable effect. Single miRNAs should, in most cases, not produce any morphological effect if fed to developing larvae. We nonetheless selected 37 small RNAs that were found in significantly higher concentrations in WJ than in RJ, had them synthesized *in vitro*, and prepared a feeding experiment to test possible effects on bee morphology. To the natural food of 2- and 3-day-old queen larvae was added either 500 ng miRNA dissolved in DEPC-treated water, or DEPC-treated water only (“control”). To enable the observation of possible (negative) effects of the manipulation itself, one of three larvae was left undisturbed, receiving neither water nor miRNA solution (“untreated”). The potential effects of the miRNA supplements were observed on six morphological characteristics (birth weight, body length, proboscis length, wing length, wing width and wing area) of the adult queen bee immediately upon hatching of the pupae. Statistical analysis was carried out with one-way ANOVA and Tukey's test (see Methods).

As expected, the majority of the tested miRNAs had no significant effect on any of the tested morphological characters. Several small RNAs affected one or more morphological characters of the resulting adult queen bees when supplied in the larval food. The most pronounced effects were obtained with miR-184 which showed a significant influence on all six measured morphological characteristics. The birth weight of newly emerged adults fed with miR-184 was on average 8% lighter than bees that had received DEPC treated water (p<0.0036), and their body length was 5% smaller (p<0.0285; Figure 5). miR-184 also significantly reduced wing width (5%, p<0.0003), wing length (3%, p<0.005) and consequently wing area (7%, p<0.0002) (see Figure 5), but increased the proboscis length of the adult bees (*F_2,31_* = 4.301, p = 0.0225, One-way ANOVA; p = 0.0405, Tukey's test). Other miRNAs only significantly affected one or two of the measured characters. miR-276 reduced wing area (*F_2,38_* = 4.013, p = 0.0262, One-way ANOVA; p = 0.0185, Tukey's test) and proboscis length (*F_2,38_* = 4.344, p = 0.02, One-way ANOVA; p = 0.0211, Tukey's test). Proboscis length was also reduced by miRNA xt0018603 (*F_2,46_* = 4.031, p = 0.0244, One-way ANOVA; p = 0.0198, Tukey's test). Body length was significantly reduced after feeding with miR-33 (*F_2,63_* = 3.664, p = 0.0312, One-way ANOVA, p = 0.0226, Tukey's test), and wing width increased significantly after supplement with miR-12 (*F_2,49_* = 4.102, p = 0.0225, One-way ANOVA; p = 0.033, Tukey's test). Feeding with miR-283 shortened wing length (*F_2,62_* = 2.833, p = 0.0665, One-way ANOVA; p = 0.0496, Tukey's test) and reduced wing area (*F_2,62_* = 5.832, p = 0.0048, One-way ANOVA; p = 0.0065, Tukey's test) significantly.

**Figure 5:**
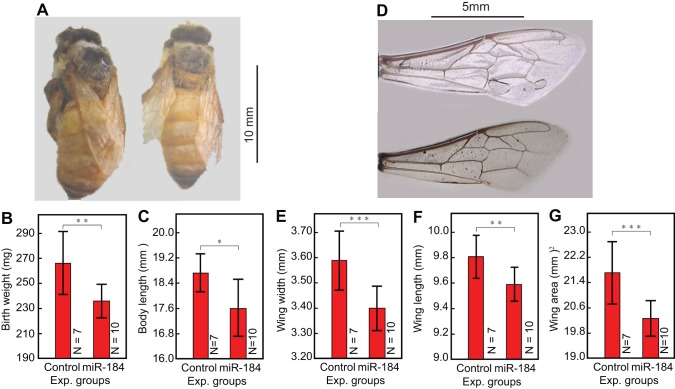
Morphological changes in honeybees treated with miR-184. Comparison between morphological characteristics of newly emerged adults of the miR-184 treated group and the control group: a). the miR-184 treated adult bee (right) and the control adult bee (left); b). the birth weight was significantly reduced by feeding miR-184 in larval food (*F_2,25_* = 5.255, p = 0.0124, One-way ANOVA; p<0.0036, Tukey's test); c). the birth length was significantly reduced by feeding miR-184 in larval food (*F_2,25_* = 4.051, p = 0.0299, One-way ANOVA; P = 0.0285, Tukey's test); d). wings of the miR-184 treated adult bee (Bottom) and the control adult bee (top); e). the wing width was significantly reduced by feeding miR184 in larval food (*F_2,25_* = 8.496, p = 0.0015, One-way ANOVA; P = 0.0003, Tukey's test). f). the wing length was significantly reduced by feeding miR184 in larval food (*F_2,25_* = 4.683, p = 0.0187, One-way ANOVA; P = 0.0055, Tukey's test). g). the wing area was significantly reduced by feeding miR184 in larval food (*F_2,25_* = 9.307, p = 0.001, One-way ANOVA; P = 0.0002, Tukey's test). ***P<0.001; **P<0.01; *P<0.05. See text for details.

The results show that a single small RNA appended to the larval food may significantly affect individual morphological characters during the development of the honey bee but will hardly cause major transitions in the overall developmental program. One possible exception to this rule was provided by miR-184 which significantly influenced all measured characters. An overall analysis of all experiments in which this miRNA was tested further gave significant differences in birth weight, body length and wing size between miR-184 treated and control bees, suggesting an overall switch in development towards worker bee differentiation (Table 1). We therefore studied this case further by analyzing the mRNA profiles of queen larvae fed with miR-184.

**Table 1:** Morphological changes in the adult queen after ingestion of miR-184 in royal jelly by the larvae.

	Control Group Mean±SD, n = 57)	Small RNA Group Mean±SD, n = 64)	Normal worker Group Mean±SD, n = 35)
Birth Weight (g)	0.2355±0.02	0.2252±0.0309	0.1249±0.0093
	T-test, P = 0.0333		
Body Length (mm)	18.0737±1.038	17.5825±1.2879	14.1771±0.6361
	T-test, P = 0.0237		
Wing area (mm^2^)	20.4017±1.0491	19.9734±1.0253	18.2169±0.7213
	T-test, P = 0.0251		

*Note: The method for the feeding experiment is described in “Materials and methods”. The Control and miR-184 groups consisted of queen larvae reared with royal jelly in queen cups. These were fed either 5 ul DEPC-treated water (Control group) or 5 ul miR-184 (100 ng/µl) in DEPC-treated water (miR-184 group), respectively, when they were 2 days (26∼32 hrs after hatching) and 3 days (50∼56 hrs after hatching) old. The Normal worker group consisted of worker bees collected from the experimental colony during the same season.*

### Feeding with miR-184 affects the mRNA expression profile of queen larvae

To further study the biological function and potential pathways of microRNAs with RNAi phenotypes, we measured mRNA profiles of bee larvae fed with miR-184 (treated) and water (control). 

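The mRNA profiles came from 2 libraries, 1 from queen larvae fed miR-184 and 1 from queen larvae fed DEPC-treated water. Each larva of the treated group was given 5 ul of a solution of 100 ng/µl, or 500 ng, at 2 feedings, from 26 to 32 hours and from 50 to 56 hours after hatching. The experimental groups held between 20 and 25 queen cells. The paper's text does not give the number of larvae behind each library. The libraries were made by Digital Gene Expression tag profiling, in which cDNA bound by its poly(A) end is cut by Nla III and a short tag beside the cut is sequenced, so that an mRNA is counted by tags from its 3′ end. The authors aligned the reads to honey bee mRNAs and genome sequences and summed the reads that mapped uniquely to each gene. The deposited values are whole numbers for 5924 mRNAs. The labels call them TPM, tags scaled to a fixed library total, but they add up to 1353258 in the treated library and 1338190 in the control library, so that they were read as tag counts. Of the 5924 mRNAs, 5466 had tags in the treated library and 5504 in the control library, with a median count of 21 and 23. The 10 most abundant mRNAs took 22.0% of the treated tags and 22.2% of the control tags. The smallest count above 0 was 2 in both libraries, so that a listed 0 may stand for 0 or 1 tag, and the step that removed single tags is not described in the paper's text. After scaling, a single tag corresponded to 0.739 TPM in the treated library and 0.747 in the control library. Counts were scaled to the library total, a 0 was replaced by 1 tag when the ratio was taken, and the ratio is given as treated over control. With 1 library per condition there is no replicate check on any difference, and the intervals given for single mRNAs cover counting error only.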

By comparing mRNA profiles of the two groups of bee larvae, we found that there were 279 mRNAs which were differently expressed between treated and control larvae (ratio>2 and p<0.01), of which 200 mRNAs were down-regulated in treated larvae, and 79 mRNAs were down-regulated in controls. 

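With the thresholds of the study, a ratio over 2 and an Audic and Claverie p under 0.01 (two-sided), 534 of the 5924 mRNAs differed between the libraries. Of these, 397 were lower and 137 were higher in the treated library. The lower mRNAs made up 74.3% of the total (95% Wilson interval 70.5% to 77.9%). The interval treats the mRNAs as independent, and it does not cover the variation between larvae or between libraries. Among the lower mRNAs, 49 were listed at 0 in the treated library, and among the higher mRNAs, 14 were listed at 0 in the control library. The test took each listed 0 as 0 tags, although it may stand for 1, so that some of these calls may not hold. With tags required in both libraries, a setting chosen after seeing the data, 348 mRNAs were lower and 123 higher. The test compares the tags of these 2 libraries, not the conditions. Its result depended most on the variation assumed between libraries. When a coefficient of variation of 0.2 was assumed in a negative binomial exact test, 262 mRNAs passed both thresholds, and with 0.4 the number was 22. The extra coefficient of variation measured between the 2 libraries, any effect of the treatment included, was between 0.186 and 0.336 over 5 levels of abundance from a mean of 2 tags upwards and thus below 0.4. The bulk of the mRNAs was centred near no change, with a median log2 ratio of 0.01 (95% interval -0.02 to 0.04) over the 3709 mRNAs that reached 10 TPM in at least 1 library. The paper counts the mRNAs past these thresholds and states that more of them were down-regulated in treated larvae than in controls.

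**Figure D1:**
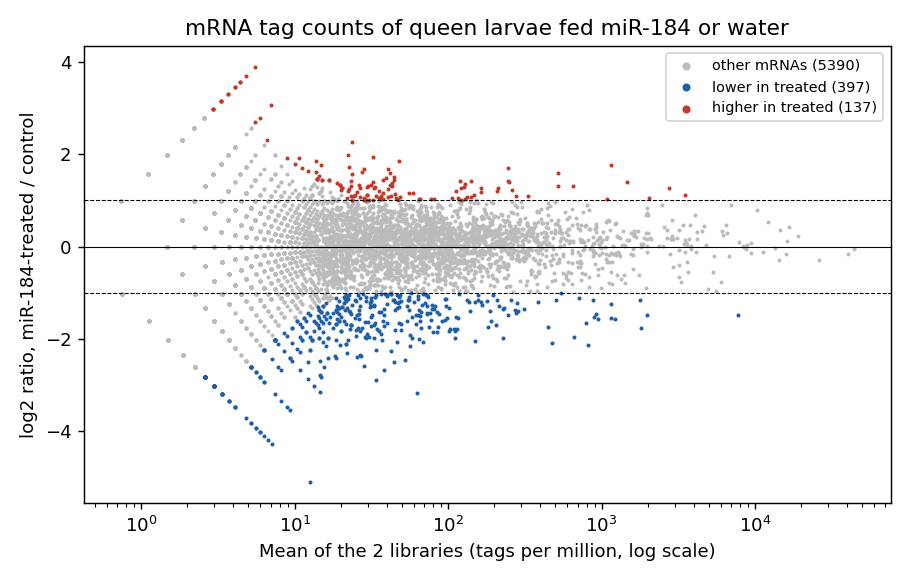
The log2 ratio of treated over control tags (vertical axis) against the mean of the 2 libraries in TPM (horizontal axis, log scale). Each point is 1 of 5924 mRNAs, blue points are the 397 lower mRNAs, red points the 137 higher mRNAs and grey points the other 5390, and dashed lines mark a ratio of 2 in either direction.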

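Among the mRNAs past both thresholds with at least 10 TPM in both libraries, 223 were lower and 101 were higher. Gene names were taken from the RefSeq table of the assembly Amel_HAv3.1, which paired 269 of the 534 mRNAs with a name, and an mRNA without a name is given by its RefSeq identifier. The largest reduction within this group was in the non-coding record XR_014967.1, with 17 tags in the treated and 151 in the control library (log2 ratio -3.17, 95% interval -3.98 to -2.44, 8.98-fold lower). LOC410013 had 14 against 88 tags (log2 ratio -2.67), LOC552781 had 18 against 101 (-2.50), XM_624174.2 had 22 against 119 (-2.45) and LOC551660 had 20 against 94 (-2.25). The largest increase was in XM_623975.2, with 70 tags in the treated and 18 in the control library (log2 ratio 1.94, 95% interval 1.18 to 2.78). It was followed by PPO, the gene for prophenoloxidase, with 102 against 28 tags (log2 ratio 1.85) and by XM_001122695.1 with 2415 against 708 tags (1.75). LOC408761 had 47 against 14 tags (1.73) and LOC409802 had 510 against 155 tags (1.70). For each of these 10 mRNAs the 95% counting interval excluded a log2 ratio of 0. This follows from their selection by ratio and p on the same counts and adds no support. All 5 raised mRNAs passed the threshold of 0.01 with a coefficient of variation of 0.2 assumed between libraries. With 0.4, none of them passed it, and LOC551660 among the lowered mRNAs did not pass it either. The most abundant mRNA, HEX70b, which encodes a larval storage protein, had 58273 tags in the treated and 60187 in the control library (log2 ratio -0.06). The others of the 5 most abundant mRNAs differed more. LOC408308 had 27663 against 23411 tags (log2 ratio 0.22), and those without a name had log2 ratios from -0.28 to 0.42.

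**Figure D2:**
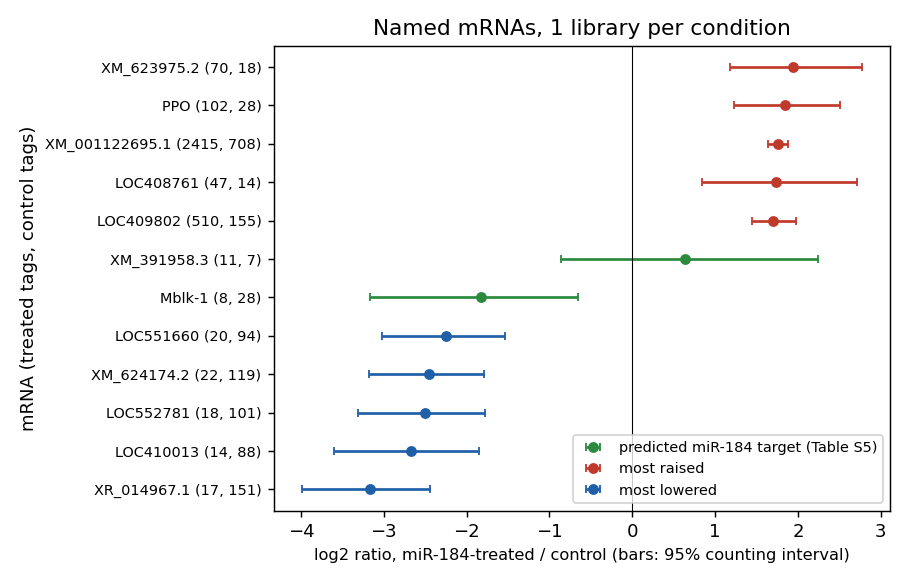
The log2 ratio of treated over control tags (horizontal axis) for the 5 most raised mRNAs (red), the 5 most lowered mRNAs (blue) and 2 predicted targets of miR-184 from Table S5 (green), each with its treated and control tags in parentheses. Points are ratios from 1 library per condition, and bars are 95% intervals from counting error alone.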

GO annotation analysis of these 279 genes showed enrichment for a number of functional and biological process terms (Figure S5). Target prediction with the Miranda package [41] identified 116 potential mRNA targets of miR-184 in the bee genome, of which 64 mRNAs were expressed in the treated or control larvae. Ten of these 64 mRNAs were significantly (p<0.05) upregulated in treated relative to control larvae, and 15 were down-regulated (p<0.05), of which 8 mRNAs showed more than a 2-fold reduced expression in the miR-184 treated larvae. 

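The list of predicted targets was not analysed here. Among mRNAs that the paper names as predicted targets of miR-184, Table S5 gives 5, and 2 of these were in the count table analysed here, the mRNA of the transcription factor Mblk-1 (NM_001011629.1) and the SoxNeuro-like mRNA XM_391958.3. Mblk-1 had 8 tags in the treated library and 28 in the control library, or 5.91 and 20.9 TPM. XM_391958.3 had 11 and 7 tags, or 8.13 and 5.23 TPM.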

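Mblk-1 was 3.54-fold lower in the treated library (log2 ratio -1.82, 95% interval -3.17 to -0.65; Audic and Claverie exact count test, two-sided, p = 0.000667). It no longer passed the threshold of 0.01 when a coefficient of variation of 0.2 was assumed between libraries (negative binomial exact test, p = 0.0125). For XM_391958.3 the log2 ratio was 0.64 with an interval from -0.86 to 2.24, and no difference was detectable at this depth (Audic and Claverie exact count test, p = 0.496). Over all 5924 mRNAs, whether predicted targets or not, 748 (12.6%) were higher and 961 (16.2%) were lower in the treated library at an Audic and Claverie p under 0.05. Of the lower mRNAs, 536 were reduced by more than 2-fold, which is 9.05% of all mRNAs. Among the 2022 mRNAs with a mean of at least 50 tags, 558 were higher and 514 were lower at the same p, and 142 were lower by more than 2-fold.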

GO analysis 8 mRNAs suggested that these genes were mainly located in the sarcoplasmic reticulum (p<0.05) with molecular functions such as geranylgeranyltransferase activity, GTPase activity, prenyltransferase activity and calcium ion binding (p<0.05).

## Discussion

The results show that the honey bee larval food contains distinct differences in miRNA levels. The data are consistent with a collective (or overall) difference in the levels of all miRNAs between work and royal jelly, rather than with strong specific variation in the levels of individual miRNAs. The miRNA concentrations were highest in worker jelly, and analyses through the course of larval development suggested that the miRNA concentrations in royal jelly fell from a higher level in early larval development to very low levels on days 5 and 6. Several of the miRNAs with the highest and most different concentrations in the worker and royal jelly have the potential to regulate the expression of a number of genes (mRNAs) with essential functions in the honey bee. Moreover, addition of individual miRNAs to the food of queen larvae influences the morphology of the adult bee in the direction of the worker phenotype.

The question of the origin of the jelly RNAs requires further discussion. A number of possibilities exist by which the larval food could be spiked or contaminated with RNAs of bee origin, but none are compatible with the observed differences in overall RNA composition, *i.e.,* a lower level of miRNAs relative to all other small RNAs categories. RNA contamination of jelly from the surroundings (*e.g.*, comb wax, debris from the adult bee population, etc.) is certainly possible, and might – due to the much larger amount of jelly provided to the bee larvae – appear to be diluted in the royal jelly, but the overall RNA composition should be identical in the two samples. A second possibility is that the hypopharyngeal gland secretions contain a spectrum of small RNAs that are accidentally included as a part of the secretion process. Alternatively, RNAs might be included into the secretions in order to supply the young larvae and the queen with a nutritional source of nucleosides [30]. In either case, however, would one expect the RNA composition in both jellies to be similar, and that RNA concentrations in royal jelly would be higher than (or at least equal to) those in worker jelly, since the latter is diluted by additions of pollen and nectar or honey [28]. A third possibility is that the RNAs observed in the larval food are actually contaminations from the larvae themselves. Such contaminations could include secretions from the larvae, cellular debris, or (although very unlikely) even accidental inclusion of entire larvae in the jelly samples. The overall miRNA profiles of the larvae do show some similarity to those of the jellies, but are also different in that worker and queen larvae both specifically express a number of miRNAs that are absent or nearly absent in the other larval type. However, the main argument against a possible contamination from the larvae lies in the overall RNA composition of the two jellies. The sequencing results from worker and queen larvae show nearly identical distributions of the different small RNA categories, and it is not easily explained how contamination from the larvae could possibly produce the differences of small RNA distributions seen in the worker and royal jelly.

Having explored the possibility for a contaminative origin, one is left to consider the possibility that the RNA composition is indicative of a functional role for small RNAs in the larval food. It appears to be a common assumption that the nurse bee secretions supplied to prospective worker larvae during their first few days of development are royal jelly [2], [27], and thus should be identical in composition to that which the queen larva receives. On the other hand, if a similar difference in overall miRNA levels, as that observed between worker and royal jelly, had been seen between two organisms, or between two tissues of the same organism, one would have to assume that miRNA production had been collectively up- or down-regulated in one or the other. Although master switches for miRNA transcriptional control have been suggested [44], collective regulation of the miRNA levels can potentially also be achieved by interference with the post-transcriptional processing and transport systems [45].

Consequently, if the nurse bees are able to identify different receivers of their glandular secretions, selective regulation of the overall miRNA concentrations in the hypopharyngeal secretions is a physiological possibility. Alternatively, as noted in early studies ([28] and refs therein), the secretions provided to worker larvae may differ in glandular origin from those received by the queen bee larvae. In neither case can the possibility be excluded that nurse bees are capable of differentiating the quality of the glandular secretions supplied to the two types of larvae. It has been pointed out that royal jelly bears a certain functional resemblance to other biological structures designed to convey maternal effects to the developing egg cell [30]. The fact that the worker bee has retained a range of the female bee characters [46], including the ability to produce the yolk protein precursor vitellogenin [47], is one such example.

The functional implications of different miRNA levels in the larval food are intriguing. The most highly concentrated jelly miRNAs have the potential, both individually and collectively to influence numerous aspects of early larval development. The miRNA concentrations in worker and royal jelly generally differed by more than 10 fold, which in most cases would effectively extinguish any intracellular effect of the royal jelly miRNAs. The observation that the most abundant miRNAs have the potential to collectively regulate a number of mRNAs, all with functions related to bee central nervous system development, and the fact that all the miRNAs affecting bee morphology when included in the larval food, were among the more abundant worker jelly miRNAs, may both be interpreted in favor of such a view.

In addition to a number of specifically expressed miRNAs, the worker and queen larvae also contain a common set of highly, but differentially, expressed miRNAs. These miRNAs, which are generally expressed at 2–4 fold higher levels in worker relative to queen bee larvae, coincide to a considerable extent in composition and relative expression levels to the miRNAs found in worker jelly (Figure S1). Analysis of mixed-stage honey bee miRNAs suggests that this miRNA complement is among the most highly expressed bee miRNAs [38], and several of these miRNAs are up regulated in nurse bees relative to foragers [48]. If the jelly miRNA set is active in, or required for the maintenance of, the female worker bee genetic program, it would be expressed in the nurse bee, and could thus be transferred from the cytoplasm of the hypopharyngal gland cells to the secreted jellies. Only in the relatively rare situations where queen bee larvae are reared would it be required to specifically reduce the levels of miRNAs in jelly, which could be achieved by temporary reduction of Microprocessor or Exportin5 [49] activity. The observation that the miRNA levels in royal jelly fall through the course of larval development could be explained if the nurse bee hypopharyngeal glands require some time to down-regulate the miRNA secretion after perceiving the presence of queen larvae in the hive.

The question as to how the elevated miRNA concentrations in the worker jelly might contribute to worker larvae caste determination is complicated by the sheer number of detected miRNAs, and this suggests that the jelly miRNAs are likely to exert their function in concert with other miRNAs. We have therefore, in the following, concentrated mainly on a selection of the most abundant worker jelly miRNAs (see Figure 2) which, among other things, appear to collectively regulate a number of mRNAs with functions in the nervous system.

The honey bee is recognized for its advanced mental faculties [50], and given that the worker and queen bee types have very different behavioral characteristics, which to a large extent are innate, and thus must be hard-wired in the brain structures, it is perhaps not so surprising that the most abundant miRNAs in the worker jelly collectively regulate a number of mRNAs related to various aspects of nervous system development. This group of miRNAs, including miR-275, miR-276, miR-1, miR-2, miR-8, miR-184, Let-7 etc., were also shown to be expressed during other insect larval development [51], [52], [53], [54], [55], [56], [57], [58], [59], [60], [61]. A peculiarity of miR-1, which possibly may have relevance to the different feeding regimes for worker and queen bee larvae, is that miR-1 knock-out mutants in *Drosophila* are lethal in 1^st^ larval instar if the larvae are fed (*i.e.,* feeding triggers lethality), but not if starved [56]. miR-184 was the most abundantly expressed miRNA in two mosquito species [62], and the *Drosophila* miR-184 has a critical role in female germline and early embryonic development. Loss of the fly miR-184 induces deficient oogenesis and embryogenesis and complete loss of egg production [63], which accords well with a potential role in differentiation between the fertile queen bee and the infertile worker bee programs. Moreover, miR-184 is also expressed in the central nervous system of both insects and vertebrates [57]. In the mouse, miR-184 participates in a regulatory network that controls the balance between proliferation and differentiation of neural stem cells [64], and its expression is under the control of methyl CpG-binding proteins, thus providing a link to DNA methylation [65]. In *Drosophila*, miR-184 is expressed in embryos, larvae and adults [66], and its expression shows dynamic changes through embryo development, particularly in the central nervous system [66], [67].

In conclusion, we have presented data that are compatible with a role for miRNAs in the larval feed in honey bee caste determination. The most likely origin of the miRNAs are the hypopharyngeal secretions produced by nurse bees, and the data suggest an overall reduction in the entire miRNA complement in royal jelly compared to worker jelly. Interpreted in this fashion, determination of the worker bee caste may, at least in part, owe to a “maternal-like” effect executed by the transfer of miRNAs that are highly expressed in the adult nurses or their hypopharyngeal glands, to the young larvae, which thereby “inherit” both developmental programs and societal roles from their foster mothers. Compared to existing hypotheses on the determination of social caste in the honey bee, this idea furnishes an additional layer of regulatory control to developmental fate decision of the female bee.

## Materials and Methods

### Jelly sample collection, RNA extraction and sequencing

We prepared three healthy colonies of “Zhenongda No.1”- a royal jelly high-yielding breed of *Apis mellifera ligustica* [68] at the Huajiachi campus, Zhejiang University. In each colony, worker jelly (WJ) and royal jelly (RJ) were collected at 4-days (73∼90 hrs after hatching), 5-days (97∼114 hrs after hatching) and 6-days (121∼138 hrs after hatching). The jelly samples were collected in 50 ml tubes and immediately transferred to liquid nitrogen and thereafter stored at −80°C until total RNA extraction.

Total RNAs were extracted from the jellies with Trizol (Invitrogen) as per the manual. For small RNA library construction, total RNA was size fractionated on a 15% Tris-Borate-EDTA (TBE) urea polyacrylamide gel and the 18–30 nt fraction was excised. Small RNAs were eluted in 0.3 M NaCl by rotating the slice at room temperature for 4 hours. The eluted RNAs were precipitated and washed in ethanol and resuspended in ultrapure water. The gel-purified small RNAs were ligated to the 5′ RNA adapter with T4 RNA ligase, and the ligation products were gel fractionated and purified, before ligating to the 3′ RNA adapter. The final ligation products were purified and amplified by RT-PCR. The amplification products were gel fractionated and purified by electrophoresis on a 6% polyacrylamide gel in TBE buffer, and a gel slice corresponding to the amplified library was eluted in 0.3 M NaCl by rotating the mixture at room temperature for 4 hours. The purified PCR products were then precipitated using ethanol, and resuspended in nuclease-free water. The purified PCR products were sequenced on the Solexa sequencing platform.

### Bioinformatics analysis of small RNA data

Low-quality reads and 5′/3′ adaptor sequences were filtered out and discarded before mapping the small RNA reads to the honeybee genome [69] with SOAP [70]. Only perfect matches were accepted and retained for the following analysis.

To identify known miRNAs, we aligned all the small RNA reads to mature miRNAs and miRNA hairpins in miRBase13.0 with blast using an E-value threshold of 0.01. As a miRNA gene could have different isoforms, the sum of all sequence reads corresponding to a miRNA gene was used as a digital measure of the gene expression level.

For other known non-coding RNAs and coding genes, we collected all the non-coding RNAs such as rRNAs, tRNAs, snoRNAs, and snRNAs from NCBI, and Rfam and all coding genes from UCSC, and aligned the small RNA reads to these sequences with blast using an E-value threshold of 0.01. All the remaining unannotated distinct small RNAs were tested for their miRNA-encoding potential with “MIREAP” (https://sourceforge.net/projects/mireap/). Given that a miRNA could have different isoforms, we took the predominant small RNA from “MIREAP” as the novel representative miRNA. The Audic and Claverie test was used to compare small RNA expression differences between worker and royal jelly [71]. The small RNA expression profiling data used for this study are publically accessible through GEO (GSE44853).

### miRNA target prediction

We used miRanda [72] to predict the potential mRNA targets for each miRNA by analysing the mRNA 3′UTR sequences.

### Measuring miRNAs with microarray and quantitative reverse transcription PCR

To measure the miRNA levels in the jellies using qRT-PCR, 2.5 μg of total RNA from each sample (4th-day RJ, 5th-day RJ, 6th-day RJ, 4th-day WJ, 5th-day WJ, 6th-day WJ), were reverse-transcribed in replicates. Quantitative PCR was performed with NCode^TM^ First-Strand cDNA Synthesis and qRT-PCR Kits (Invitrogen) according to manufacturer's protocol (Corbett Research,RGene 6000). The specificity of PCR products was assessed by melt curve. The quantitative results were calculated relative to 4th-day values of royal jelly unless otherwise stated.

Based on the sequencing results, we designed a miRNA-microarray to measure the expression of miRNAs in 4th-day/5th-day/6-day worker jellies and royal jellies respectively. Microarray assay was performed by a commercial service provider (LC Sciences). Hybridization was performed overnight on a μParaflo microfluidic chip using a micro-circulation pump (Atactic Technologies) with 100 μL 6xSSPE buffer (0.90 M NaCl, 60 mM Na_2_HPO4, 6 mM EDTA, pH 6.8) containing 25% formamide at 34°C. Detection was carried out by reading tag-specific Cy3 and Cy5 fluorescence in dual-sample experiments. Hybridization images were collected using a laser scanner (GenePix 4000B, Molecular Device) and digitized using Array-Pro image analysis software (Media Cybernetics).

Data were analyzed by first subtracting the background and then normalizing the signals using a LOWESS filter (Locally-weighted Regression) [73]. For the two colour experiments, the ratio of the two sets of detected signals (log2 transformed, balanced), one way ANOVA for different stage miRNA profiles, and the paired t-test between WJ and RJ were calculated. Data classification involved a hierarchical clustering method using average linkage and Euclidean distance metric and was visualized with TIGR's MeV (Multiple Experimental Viewer). The miRNA-microarray expression profiling data are publically accessible through GEO (GSE50457).

### Feeding of larvae with miRNA solutions

Eight experimental colonies of *Apis mellifera ligustica* ZND No.1 were used. Three colonies were used for reproduction of larvae, and the remaining five were prepared for rearing queens. The larvae were prepared for the experiment 2∼8 hrs after hatching by inserting an empty comb into the brood box of colony at 7∶00, and then transferring the comb with newly-laid eggs to the super box at 13∶00 on the same day. After 72 hrs, the hatched larvae were grafted into plastic cells for queen breeding, which were arranged in a line and adhered onto queen cell frames at 15∶00. Thereafter, the frames were transferred to the queen-breeding colonies. After 24 hrs, we brought the queen cell frames out, and marked the accepted queen cells “1, 2, 3” in sequence (Figure S6), each number denoting an experimental group of 20∼25 queen cells. 26∼32 hrs after hatching, the treatment for the larvae was designated as following: Group 1 was the “untreated group”, Group 2 was fed with 5 µl DEPC-water for each larva as “control group”, and Group 3 was fed with 5 µl 100 ng/µl microRNA as “miRNA-treated group”. DEPC water and microRNA solution were carefully applied between the two ends of the C-shaped larvae by a micro-pipette. After treatment, the queen cell frames were kept in an incubator (34.5°C, 75%RH) for 2 hrs to ensure that larvae had enough time for intake of the microRNAs. 24 hrs later (the larvae were 50∼56 hrs old), the same treatment was repeated. Ten days later, the plastic queen cells were carefully transferred to 10 ml tubes arranged in test tube racks, and kept in the incubator till emergence of the adult. The emerging adults were transferred to 1.5 ml tubes within 6 hrs, then marked and stored at −80°C until further investigation. When all bees treated at the same time had emerged, we examined their morphological features such as birth weight, body length, proboscis length, wing length, wing width and wing area. The data with regard to morphological indexes were arranged and proofread before statistical analysis with One-way ANOVA and Tukey's test of DPS Software (http://www.chinadps.net/index.htm).

### mRNA analysis after feeding bee larvae with miR-184

Total RNAs of RNAi sample and control sample were extracted with Trizol (Invitrogen). Sequence tag preparation was done with Illumina's Digital Gene Expression Tag Profiling Kit according to the manufacturer's instructions. Briefly, the enriched mRNAs were reverse-transcribed into first strand cDNA with biotin-labelled oligo(dT). The second cDNA strand was synthesized with DNA polymerase I and RNase H, and then was completely digested with restriction enzyme Nla III.

The digested products with 3′ poly(A) end were enriched by streptavidin, and then the 5′ end of digested products were ligated with GEX Adaptor 1 which contains the restriction enzyme digestive site of MmeI. The ligated products were digested with MmeI and depleted of the fragments with poly(A). Next, GEX Adaptor 2 was ligated to 3′end of the above enriched fragments. Finally, the ligated products were amplified by PCR, purified (about 85bp) and sequenced by Illumina/solexa platform.

After sequencing, the sequencing reads were aligned against mRNAs and genome sequences of *Apis mellifera* that were downloaded from Genbank and UCSC. The expression level for each gene was measured by summing all the reads which uniquely mapped to the same gene in the corresponding library. The Audic and Claverie test was used to test the statistical significance of expression differences for each mRNA gene between the RNAi sample and Control sample [71]. 

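The Audic and Claverie test asks how probable a tag count in one library is, given the count of the same mRNA in the other library and the totals of both, when only the sampling of tags makes them differ. It was applied to the deposited counts as 2 times the smaller tail. In 100 simulated pairs of libraries without any changed mRNA, drawn at the depth of the real libraries, a mean of 16.45 and at most 28 mRNAs passed a ratio over 2 and p under 0.01. In a simulated pair with counting error only, 200 mRNAs with at least 10 TPM over both libraries together were changed 4-fold. Of these, 193 were recovered in the right direction, and 22 unchanged mRNAs were called. The recovery of mRNAs under 10 TPM was not simulated. Against a listed 0 in the treated library, taken as 0 tags, a count of 7 in the control library was the smallest that passed. The real libraries differed by more than this sampling error at each of 5 levels of abundance from a mean of 2 tags upwards. Between 2 and 10 tags on average, the robust SD of the log2 ratio was 1.26, where counting error gives 1.05. Among the 206 mRNAs with a mean of at least 1000 tags it was 0.38, where counting error gives 0.04, and 82.5% of these mRNAs had a p under 0.05. The test does not include variation between larvae or between preparations.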

The mRNA expression profiling data used for miR-184 study are publically accessible through GEO (GSE44911).

## Supporting Information

Figure S1 **Comparison of known miRNA levels in worker bee larvae and worker jelly.**
(PDF) Click here for additional data file.

Figure S2 **Module 1 in the miRNA-mRNA network.**
(PDF) Click here for additional data file.

Figure S3 **Heatmap of miRNA expression of royal jellies in fourth, fifth and sixth day time points.** QRA, QRB and QRC stand for the fourth, fifth and sixth day royal jelly, respectively. QRA-01, QRA-02 and QRA-03 stand for the three replicates.
(TIFF) Click here for additional data file.

Figure S4 **Heatmap of miRNA expression of worker jellies in fourth, fifth and sixth day time points.** WRA, WRB and WRC stand for the fourth, fifth and sixth day worker jelly, respectively. WRA-01, WRA-02 and WRA-03 stand for the three replicates.
(TIFF) Click here for additional data file.

Figure S5 **Enriched Gene Ontology term of 279 differentially expressed mRNAs after feeding larvae miR-184.** A. Molecular function terms. B. Cellular component terms.
(DOC) Click here for additional data file.

Figure S6 **Biological experiments of feeding microRNAs to Honeybee larvae.**
(PDF) Click here for additional data file.

Table S1 **Sequence reads for known miRNAs in royal (QJM) and worker (WJM) jelly.**
(DOC) Click here for additional data file.

Table S2 Passenger strands (miRNA*) of known honey bee miRNAs detected in worker and royal jelly.
(DOC) Click here for additional data file.

Table S3 **Novel honey bee miRNA candidates detected in worker and royal jelly.**
(DOC) Click here for additional data file.

Table S4 **Characterization of unannotated novel transcripts.**
(DOC) Click here for additional data file.

Table S5 **Five genes each predicted to be targets of 6 of the 10 most abundant miRNAs in worker jelly.**
(DOC) Click here for additional data file.

Table S6 **Enriched GO terms in the miRNA-mRNA network modules.**
(DOC) Click here for additional data file.

Table S7 **miRNAs that were differently (p<0.05) expressed in the microarray.**
(DOC) Click here for additional data file.

# Supplementary material for: Recipe for a Busy Bee: MicroRNAs in Honey Bee Caste Determination
**Source:** PLoS One. 2013 Dec 11;8(12):e81661. doi: 10.1371/journal.pone.0081661
**Supplement:** Figure S5 — Enriched Gene Ontology term of 279 differentially expressed mRNAs after feeding larvae miR-184. A. Molecular function terms. B. Cellular component terms.

A.

B.

Supplementary figure S-5

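A Gene Ontology (GO) enrichment asks whether a term, such as an enzyme activity or a part of the cell, is attached to the differently expressed mRNAs more often than to the mRNAs of a background set. The outcome depends on which mRNAs enter the list, on the background and on the share of mRNAs that carry any term. GO annotations were not used here. Of the 5924 mRNAs counted in the larvae fed miR-184 or water, 5676 were model records (XM), 76 were curated mRNA records (NM) and 172 were non-coding model records (XR). Only 68 of them were paired with a symbol other than a LOC number by the RefSeq table of Amel_HAv3.1.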

Enriched Gene Ontology term of 279 differentially expressed mRNAs after feeding larvae miR-184. Colored (yellow or orange) circles indicate significantly enriched GO terms, white circles are parent or offspring GO terms. The deeper the color the more statistically significant is the GO term enrichment.

A. Molecular function terms. B. Cellular component terms.

# Supplementary material for: Recipe for a Busy Bee: MicroRNAs in Honey Bee Caste Determination
**Source:** PLoS One. 2013 Dec 11;8(12):e81661. doi: 10.1371/journal.pone.0081661
**Supplement:** Table S1 — Sequence reads for known miRNAs in royal (QJM) and worker (WJM) jelly.

Supplementary table S-1. Sequence reads for known miRNAs in royal (QJM) and worker (WJM) jelly. 

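This table counts small RNA reads of known miRNAs in jelly, the food of the larvae, and not in the larvae themselves. It lists 48 miRNAs, of which 25 had reads in royal jelly. With a minimum of 10 reads in either jelly, 35 miRNAs could be compared and 13 fell under the minimum in both. Of the 35, 11 were listed at 0 in royal jelly and have no ratio. The largest ratio of the raw reads of the other miRNAs was that of miR-184, with 11205 reads in worker jelly and 52 in royal jelly (215-fold). The smallest was that of miR-14, with 143 and 19 reads (7.53-fold). Across the 48 miRNAs the raw reads of the 2 jellies had a Pearson correlation of 0.967, which is a correlation across miRNAs within a pair of libraries and not across replicates.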

(Audic and Claverie test [1]),

| microRNA ID | WJM count | QJM count | P-value[1] |
| --- | --- | --- | --- |
| ame-miR-184 | 11205 | 52 | 0 |
| ame-miR-275 | 36805 | 1040 | 0 |
| ame-miR-276 | 1485 | 26 | 0 |
| ame-miR-71 | 1396 | 23 | 0 |
| ame-miR-1 | 6047 | 217 | 0 |
| ame-miR-8 | 3432 | 43 | 0 |
| ame-let-7 | 1058 | 28 | 1.41E-294 |
| ame-miR-31a | 917 | 12 | 4.54E-273 |
| ame-miR-252 | 634 | 7 | 2.48E-191 |
| ame-miR-2 | 340 | 3 | 1.85E-104 |
| ame-miR-993 | 286 | 3 | 2.93E-87 |
| ame-miR-190 | 221 | 2 | 3.25E-68 |
| ame-miR-263 | 241 | 9 | 4.84E-65 |
| ame-miR-996 | 158 | 0 | 9.99E-52 |
| ame-miR-375 | 241 | 23 | 5.05E-52 |
| ame-miR-317 | 189 | 8 | 2.99E-50 |
| ame-miR-87 | 152 | 1 | 7.00E-48 |
| ame-miR-305 | 141 | 0 | 3.05E-46 |
| ame-miR-279 | 121 | 1 | 5.63E-38 |
| ame-miR-124 | 128 | 5 | 6.54E-35 |
| ame-miR-14 | 143 | 19 | 1.09E-27 |
| ame-miR-9a | 80 | 0 | 1.47E-26 |
| ame-miR-92b | 75 | 0 | 6.02E-25 |
| ame-miR-12 | 87 | 3 | 1.46E-24 |
| ame-miR-13b | 71 | 0 | 1.18E-23 |
| ame-miR-79 | 67 | 0 | 2.29E-22 |
| ame-miR-92a | 54 | 0 | 3.59E-18 |
| ame-miR-10 | 49 | 1 | 4.01E-15 |
| ame-miR-33 | 33 | 1 | 4.03E-10 |
| ame-bantam | 26 | 0 | 3.89E-09 |
| ame-miR-34 | 30 | 1 | 3.43E-09 |
| ame-miR-283 | 19 | 0 | 7.05E-07 |
| ame-miR-7 | 19 | 0 | 7.05E-07 |
| ame-miR-100 | 16 | 0 | 6.55E-06 |
| ame-miR-277 | 11 | 1 | 0.001959 |
| ame-miR-315 | 6 | 0 | 0.011027 |
| ame-miR-133 | 5 | 0 | 0.0231804 |
| ame-miR-278 | 5 | 0 | 0.0231804 |
| ame-miR-125 | 5 | 0 | 0.0231804 |
| ame-miR-29b | 4 | 0 | 0.0487272 |
| ame-miR-iab-4 | 3 | 0 | 0.102429 |
| ame-miR-137 | 3 | 0 | 0.102429 |
| ame-miR-927 | 2 | 0 | 0.215316 |
| ame-miR-281 | 2 | 0 | 0.215316 |
| ame-miR-13a | 3 | 1 | 0.317236 |
| ame-miR-210 | 1 | 0 | 0.452612 |
| ame-miR-316 | 1 | 0 | 0.452612 |
| ame-miR-282 | 1 | 0 | 0.452612 |

# Supplementary material for: Recipe for a Busy Bee: MicroRNAs in Honey Bee Caste Determination
**Source:** PLoS One. 2013 Dec 11;8(12):e81661. doi: 10.1371/journal.pone.0081661
**Supplement:** Table S2 — Passenger strands (miRNA*) of known honey bee miRNAs detected in worker and royal jelly.

*Supplementary table S-2. Passenger strands (miRNA*) of known honey bee miRNAs detected in worker and royal jelly. LEN denotes nucleotide length, WJ and QJ denotes sequence reads in worker and royal jelly, respectively*

| miRNA* name | hairpin name | sequence | LEN | WJ | QJ |
| --- | --- | --- | --- | --- | --- |
| ame-mir-10* | ame-mir-10 | AAATTCGGTTCTAGAGAGGTTT | 22 | 246 | 3 |
| ame-mir-100* | ame-mir-100 | CAAGCTCCTATCTACCGGTACA | 22 | 1 | 1 |
| ame-mir-12* | ame-mir-12 | CAGTACTTGTGTTATACTTACG | 22 | 1 | 0 |
| ame-mir-125* | ame-mir-125 | ACAGGCTAGATTCTCTGGTAT | 21 | 1 | 0 |
| ame-mir-137* | ame-mir-137 | ACGCGTATTCTTGGGGAATTAA | 22 | 1 | 0 |
| ame-mir-13a* | ame-mir-13a | ACATCAAATTGGTTGTGGAAT | 21 | 11 | 0 |
| ame-mir-13b* | ame-mir-13b | TCGTCAAATTGGTTGTGGCGTG | 2.20E+01 | 7 | 0 |
| ame-mir-14* | ame-mir-14 | GGGGGTGAGAAACTGGCTTGGCT | 2.30E+01 | 66 | 5 |
| ame-mir-184* | ame-mir-184 | CCTTATCATTCTCCTGTCCGGT | 2.20E+01 | 8 | 0 |
| ame-mir-2-3* | ame-mir-2-3 | CCATCAAAGTTGGTTTGTCAT | 2.10E+01 | 2 | 0 |
| ame-mir-252* | ame-mir-252 | CTGCTGCTCAAGTGCTTATCA | 2.10E+01 | 1 | 0 |
| ame-mir-275* | ame-mir-275 | CGCGTTACTCGGGTACTTTAGGCT | 2.40E+01 | 23 | 0 |
| ame-mir-276* | ame-mir-276 | AGCGAGGTATAGAGTTCCTACG | 2.20E+01 | 61 | 0 |
| ame-mir-278* | ame-mir-278 | CCGGATGAGGTCTTCATCGAC | 2.10E+01 | 5 | 2 |
| ame-mir-279* | ame-mir-279 | AATGAGTGAAGGTCTAGTGCACA | 2.30E+01 | 28 | 0 |
| ame-mir-281* | ame-mir-281 | AAGAGAGCTATCCATCGACAGTA | 2.30E+01 | 2 | 2 |
| ame-mir-283* | ame-mir-283 | CAGGATTCTTGCTGGTAT | 1.80E+01 | 14 | 0 |
| ame-mir-305* | ame-mir-305 | CGGCACCTGTTGGAGCGCAATTC | 2.30E+01 | 5 | 0 |
| ame-mir-316* | ame-mir-316 | CCAGCAAAGGGGAACAGGCCGA | 2.20E+01 | 15 | 0 |
| ame-mir-317* | ame-mir-317 | AGGGAGCCACTCTGCGTTCACT | 2.20E+01 | 3 | 0 |
| ame-mir-33* | ame-mir-33 | CAATACTTCTACAGTGCAACT | 2.10E+01 | 1 | 0 |
| ame-mir-34* | ame-mir-34 | CGACCGCTATCGGCACTGCAATT | 2.30E+01 | 4 | 0 |
| ame-mir-71* | ame-mir-71 | TCTCACTATCTTGTCTTTCATC | 2.20E+01 | 9 | 0 |
| ame-mir-79* | ame-mir-79 | CTTTGGTAATATAGCTCTATGA | 2.20E+01 | 7 | 0 |
| ame-mir-8* | ame-mir-8 | CATCTTACCGGGCAGCATTAG | 2.10E+01 | 1939 | 24 |
| ame-mir-87-2* | ame-mir-87-2 | GGGCCTGACTCTTTGCTCTGCC | 2.20E+01 | 1 | 0 |
| ame-mir-92b-1* | ame-mir-92b-1 | AGGTCAGGACTAATGCAAATATG | 2.30E+01 | 25 | 0 |
| ame-mir-92b-2* | ame-mir-92b-2 | AGGTCAGGACTAATGCAAATATG | 2.30E+01 | 25 | 0 |
| ame-mir-993* | ame-mir-993 | GAAGCTCGTCTCTACAGGTATC | 2.20E+01 | 117 | 1 |
| ame-mir-996* | ame-mir-996 | GGCGAGTATGAATGTGGTGCACG | 2.30E+01 | 5 | 0 |
| ame-mir-9a* | ame-mir-9a | ATAAAGCTAGGTTACCGGAGTTA | 2.30E+01 | 109 | 4 |

# Supplementary material for: Recipe for a Busy Bee: MicroRNAs in Honey Bee Caste Determination
**Source:** PLoS One. 2013 Dec 11;8(12):e81661. doi: 10.1371/journal.pone.0081661
**Supplement:** Table S3 — Novel honey bee miRNA candidates detected in worker and royal jelly.

*Supplementary table S-3. Novel honey bee miRNA candidates detected in worker and royal jelly. LEN denotes nucleotide length, WJ and QJ denotes sequence reads in worker and royal jelly, respectively. MiRAlign indicate suggested conserved pre-miRNA hairpins in other organisms.*

| miRNA name | sequence | LEN | WJ | QJ | MiRAlign | miPred p-value |
| --- | --- | --- | --- | --- | --- | --- |
| pame-miRNA-1 | TTAAGTAGTAGTGTCGTAGATGA | 23 | 446 | 3 | 0 | 0.001 |
| pame-miRNA-5 | TGACTAGAGTCACACTCGTCCA | 22 | 373 | 3 | dme-mir-279 | 0.001 |
| pame-miRNA-2 | AGTTGGAAGTGAGGATCTAGGCA | 23 | 272 | 4 | 0 | 0.007 |
| pame-miRNA-27 | CATCACAGGCAGAGTTCTAGTT | 22 | 193 | 0 | dme-mir-11 | 0.001 |
| pame-miRNA-4 | CCAGATCTAACTCTTCCAGCT | 21 | 101 | 2 | 0 | 0.004 |
| pame-miRNA-29 | TGACTAGATCCACACTCATCCA | 22 | 87 | 0 | dme-mir-279 | 0.001 |
| pame-miRNA-15 | GTAGGCCGGCGGAAACTACTTGC | 23 | 7.80E+01 | 0 | 0 | 0.001 |
| pame-miRNA-7 | TATCACAGCAGTAGTTACCTGGTA | 24 | 6.10E+01 | 0 | 0 | 0.001 |
| pame-miRNA-39 | ATCGGATCAGGATAGGGTA | 19 | 5.20E+01 | 0 | 0 | 0.001 |
| pame-miRNA-24 | TCAGGTACTGAGTGACTCTGAG | 22 | 5.00E+01 | 0 | dps-mir-306 | 0.001 |
| pame-miRNA-25 | AATTGCACTCGTCCCGGCCT | 20 | 4.10E+01 | 0 | rno-mir-92-1 | 0.001 |
| pame-miRNA-36 | AGACGGAGGATGAAACGCGGCG | 22 | 3.00E+01 | 0 | 0 | 0.069 |
| pame-miRNA-9 | TCGGGAAGGTAGTTGCGGCGGATT | 24 | 2.90E+01 | 0 | 0 | 0.001 |
| pame-miRNA-8 | TCGGTAAGCAGAGTATAAGACCTT | 24 | 2.70E+01 | 0 | 0 | 0.001 |
| pame-miRNA-618 | TAATCTCATGCGGTAACT | 18 | 2.60E+01 | 7 | mmu-mir-216 | 0.001 |
| pame-miRNA-10 | AAGTGGAGAAGTGGTCTTTA | 20 | 2.30E+01 | 0 | 0 | 0.021 |
| pame-miRNA-14 | ATACGAAAGACCGCGCGGATGTG | 23 | 1.50E+01 | 0 | 0 | 0.02 |
| pame-miRNA-189 | AAGCTGCCTTTTGAAGGGCAACA | 23 | 1.50E+01 | 0 | 0 | 0.002 |
| pame-miRNA-261 | CCAGCAAAGGGGAACAGGCCGA | 22 | 1.50E+01 | 0 | 0 | 0.019 |
| pame-miRNA-107 | TAGTACGGGCAGTACTGGGA | 20 | 1.20E+01 | 0 | 0 | 0.014 |
| pame-miRNA-28 | TGGTAACTCCACCACCGTTGGC | 22 | 1.10E+01 | 0 | 0 | 0.003 |
| pame-miRNA-31 | CAAAGCAGCTTGGTACCTAACT | 22 | 8.00E+00 | 0 | dps-mir-306 | 0.001 |
| pame-miRNA-20 | TCACAACCTTTTTGAGTGAGCGA | 23 | 8.00E+00 | 0 | dme-mir-307 | 0.002 |
| pame-miRNA-17 | TGGAGCTCTGGCTGTGACTTGTG | 23 | 8.00E+00 | 0 | dme-mir-11 | 0.001 |
| pame-miRNA-40 | ATTGGGTCAGGATAGGGCAGG | 21 | 8.00E+00 | 0 | 0 | 0.001 |
| pame-miRNA-11 | AGGTTGGGATGTGGGCATTATTTG | 24 | 7.00E+00 | 0 | rno-mir-92-1 | 0.001 |
| pame-miRNA-18 | TGACTAGATCGAAATACTCGTCC | 23 | 7.00E+00 | 0 | dps-mir-286 | 0.001 |
| pame-miRNA-21 | TACCCTGTAACGTCCTGAGAC | 21 | 7.00E+00 | 0 | 0 | 0.001 |
| pame-miRNA-3 | GACGGGTGCACTCTGGTATCATG | 23 | 5.00E+00 | 1 | dme-mir-279 | 0.001 |
| pame-miRNA-6 | TGAGATTCACTCCTCCAACTTAC | 23 | 5.00E+00 | 0 | 0 | 0.016 |
| pame-miRNA-23 | TCTGTATGGCTCAGGACGATAC | 22 | 5.00E+00 | 0 | 0 | 0.002 |
| pame-miRNA-12 | TCGACGAGAATTCCGTGACCGGTC | 24 | 4.00E+00 | 0 | 0 | 0.003 |
| pame-miRNA-26 | ATATGAACTCTTATGTACGTG | 21 | 4.00E+00 | 0 | 0 | 0.001 |
| pame-miRNA-38 | TCCCCTGTCCTGTCCCGATAG | 21 | 4.00E+00 | 0 | 0 | 0.001 |
| pame-miRNA-13 | AATCCTGCATCAAGTGCGTT | 20 | 3 | 0 | 0 | 0.001 |
| pame-miRNA-22 | TAAGCGTATAGCTTTTTCCCTT | 22 | 3 | 0 | 0 | 0.001 |
| pame-miRNA-37 | ACAACGAGGGTGAAGATTGCG | 21 | 3 | 0 | 0 | 0.002 |
| pame-miRNA-19 | TGCGAGGCTTTTTTTCAACGATG | 23 | 3 | 0 | 0 | ----- |
| pame-miRNA-16 | ACTCACTCAACCTGGGTGTGATG | 23 | 1 | 0 | dme-mir-307 | 0.002 |
| pame-miRNA-30 | ATCTTGGCACGATTACTTTTCA | 22 | 1 | 0 | 0 | 0.001 |
| pame-miRNA-32 | CTTGTCCTGGTTCATGTAGGGC | 22 | 1 | 0 | 0 | 0.001 |
| pame-miRNA-128 | ATCGTTGGAAAAAAGTCTTGGAGA | 24 | 1 | 0 | 0 | 0.001 |
| pame-miRNA-263 | CGGCTCGTCATCGGGCACTTTG | 22 | 1 | 0 | 0 | 0.001 |
| pame-miRNA-635 | TCCGTCCAACTCCTTTCCGTCT | 22 | 1 | 0 | 0 | 0.001 |

# Supplementary material for: Recipe for a Busy Bee: MicroRNAs in Honey Bee Caste Determination
**Source:** PLoS One. 2013 Dec 11;8(12):e81661. doi: 10.1371/journal.pone.0081661
**Supplement:** Table S4 — Characterization of unannotated novel transcripts.

*Supplementary Table S-4. Characterization of unannotated novel transcripts.*

*After removal of miRNA candidates, unannotated small RNA reads which could be mapped to Apis mellifera genome were tentatively classified as piRNA-like, siRNA-like, miRNA-like and ‘plus RNAs’. piRNA-like transcripts were characterized by a uridine (U) residue at position 1 and an adenine (A) residue at position 10. miRNA-like transcripts were characterized by a U at position 1 and U/C/G at position 10. The remaining transcripts were divided into siRNA-like, which are complementary ESTs (antisense), ‘plus-RNAs’, which map to the sense strand of ESTs, ‘unclassifiable’, which did not fill any of the above criteria.*

|  |  |  | Royal jelly | Worker jelly |
| --- | --- | --- | --- | --- |
| Unannotated unique transcripts | | | 31094 | 28230 |
| piRNA-like | |  | 1378 | 2376 |
| siRNA-like | |  | 2277 | 1965 |
| miRNA-like | |  | 3481 | 4711 |
| "plusRNAs" | |  | 4924 | 4270 |
| Unclassifiable |  |  | 19034 | 14908 |

# Supplementary material for: Recipe for a Busy Bee: MicroRNAs in Honey Bee Caste Determination
**Source:** PLoS One. 2013 Dec 11;8(12):e81661. doi: 10.1371/journal.pone.0081661
**Supplement:** Table S5 — Five genes each predicted to be targets of 6 of the 10 most abundant miRNAs in worker jelly.

*Supplementary table S-5. Five genes each predicted to be targets of 6 of the 10 most abundant miRNAs in worker jelly.*

*Based on the average number of targets per miRNA (55.8) and the total number potential targets (mRNAs with annotated 3’UTRs; 2507), the average probability of a miRNA targeting an mRNA is p(miR|mR)=55.8/2507=0.222. 

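The average probability in this note is the share of the possible target mRNAs that an average miRNA is predicted to bind. Dividing 55.8 by 2507 gives 0.0223. The product formula for 6 of 10 miRNAs gives 1.84e-05 with 0.0223 as the share. As printed, the formula counts the same 6 miRNAs once for each order in which they can be picked. Its value is therefore larger than the probability that it is said to give. The formula treats the predictions for different miRNAs as independent, and its inputs are predicted sites and not measured binding.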

The probability of 6 of 10 miRNAs by chance targeting a single mRNA is p(6miR|mR)=10!/(10-6)! x [p(miR|mR)]6 = 1.84x10-5, and the likelihood of finding 5 such cases is [p(6miR|mR)]5 = 2.10x10-24.*

| Target gene ID | Function | Targeting miRNAs |
| --- | --- | --- |
| NM_001011567.1 | DopR2 Dopamine receptor | ame-let-7  ame-miR-1  ame-miR-184  ame-miR-275  ame-miR-276  ame-miR-31a |
| NM_001011568.1 | Apis mellifera hyperpolarization-activated ion channel (Amih), mRNA | ame-miR-1  ame-miR-184  ame-miR-2  ame-miR-275  ame-miR-31a  ame-miR-8 |
| NM_001011629.1 | Apis mellifera transcription factor mblk-1-like | ame-let-7  ame-miR-1  ame-miR-184  ame-miR-2  ame-miR-275  ame-miR-31a |
| XM_391958 | PREDICTED: Apis mellifera similar to SoxNeuro CG18024-PA, transcript variant 1 (LOC408411), | ame-miR-184  ame-miR-2  ame-miR-275  ame-miR-276  ame-miR-31a  ame-miR-71 |
| XM_623684 | PREDICTED: Apis mellifera similar to ENSANGP00000021813 (LOC408465), synaptobrevin | ame-miR-1  ame-miR-184  ame-miR-2  ame-miR-275  ame-miR-31a  ame-miR-71 |

# Supplementary material for: Recipe for a Busy Bee: MicroRNAs in Honey Bee Caste Determination
**Source:** PLoS One. 2013 Dec 11;8(12):e81661. doi: 10.1371/journal.pone.0081661
**Supplement:** Table S6 — Enriched GO terms in the miRNA-mRNA network modules.

*Supplementary table S-6. Enriched GO terms in the miRNA-mRNA network modules.*

| Module 1 | |  |
| --- | --- | --- |
| Cellular component | |  |
| GO-ID | Description | corr p-value |
| 16020 | membrane | 1.73E-02 |
| 5954 | calcium- and calmodulin-dependent protein kinase complex | 1.73E-02 |
| 34706 | sodium channel complex | 1.73E-02 |
| 1518 | voltage-gated sodium channel complex | 1.73E-02 |
| 5770 | late endosome | 4.84E-02 |
|  |  |  |
| Molecular function | |  |
| GO-ID | Description | corr p-value |
| 4099 | chitin deacetylase activity | 4.91E-02 |
| 19003 | GDP binding | 4.91E-02 |
| 5248 | voltage-gated sodium channel activity | 4.91E-02 |
| 16231 | beta-N-acetylglucosaminidase activity | 4.91E-02 |

| Module 2 | |  |
| --- | --- | --- |
| Biological process | |  |
| GO-ID | Description | corr p-value |
| 35284 | brain segmentation | 2.79E-02 |
| 35283 | central nervous system segmentation | 2.79E-02 |
| 7425 | epithelial cell fate determination, open tracheal system | 3.72E-02 |

| Module 4 | |  |
| --- | --- | --- |
| Molecular function | |  |
| GO-ID | Description | corr p-value |
| 900 | translation repressor activity, nucleic acid binding | 3.38E-03 |
| 30371 | translation repressor activity | 3.38E-03 |
| 90079 | translation regulator activity, nucleic acid binding | 3.38E-03 |
| 8187 | poly-pyrimidine tract binding | 3.49E-03 |
| 45182 | translation regulator activity | 3.55E-03 |
| 3727 | single-stranded RNA binding | 3.80E-03 |
| 3730 | mRNA 3'-UTR binding | 3.80E-03 |
| 3729 | mRNA binding | 2.98E-02 |

# Supplementary material for: Recipe for a Busy Bee: MicroRNAs in Honey Bee Caste Determination
**Source:** PLoS One. 2013 Dec 11;8(12):e81661. doi: 10.1371/journal.pone.0081661
**Supplement:** Table S7 — miRNAs that were differently (p<0.05) expressed in the microarray.

***Supplementary Table S-7_. miRNAs that were differently (p<0.05) expressed in the microarray***

| *Stage* | *diff-num* | *miRNA* |
| --- | --- | --- |
| *4th* | *8* | *ame-miR-14 ame-miR-184 ame-miR-275 ame-miR-375 ame-miR-71 ame-miR-276 ame-miR-283 pame-miRNA-4* |
| *5th* | *17* | *ame-miR-14 ame-miR-184 ame-miR-275 ame-miR-375 ame-miR-71 ame-miR-252 ame-miR-1 ame-miR-2 ame-miR-263 ame-miR-279 ame-miR-281 ame-miR-305 ame-miR-8 ame-miR-87 pame-miRNA-4 pame-miRNA-27 pame-miRNA-29* |
| *6th* | *32* | *ame-miR-14 ame-miR-184 ame-miR-275 ame-miR-375 ame-miR-71 ame-miR-276 ame-miR-283 ame-miR-252 ame-miR-2 ame-miR-263 ame-miR-279 ame-miR-281 ame-miR-305 ame-miR-8 ame-miR-87 ame-miR-100 ame-miR-12 ame-miR-13b ame-miR-190 ame-miR-277 ame-miR-29b ame-miR-317 ame-miR-34 ame-miR-9a ame-miR-993 ame-bantam ame-let-7 pame-miRNA-20 pame-miRNA-27 pame-miRNA-29 pame-miRNA-4 pame-miRNA-6* |

How the deposited data were processed for this re-analysis (not part of the article)

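The mRNA profiles of 2 libraries were analysed, 1 from queen larvae fed miR-184 and 1 from queen larvae fed water, with no replicate of either condition. The authors made the libraries with a tag profiling kit, aligned the reads to honey bee mRNA and genome sequences and summed the uniquely mapped reads of each gene. The aligner, the genome build and any filter on rare tags are not named in the paper's text. The deposited values were read as tag counts per mRNA, without normalization, which the paper's text does not state for the deposited columns. The labels name them TPM, but the columns sum to 1353258 (treated) and 1338190 (control), with a total that differs between libraries and is above the one TPM is scaled to, and they were used as counts. Tags were amplified by PCR and carry no molecular identifiers, so that intervals and floors cover counting error only. A floor of 3 tags corresponds to 2.22 TPM in the treated and 2.24 in the control library, and 927 and 861 mRNAs lay under it. Both columns of values were used.

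Counts were scaled to the library total and a 0 was replaced by 1 tag in the ratio. An mRNA was called different with a ratio over 2 and an Audic and Claverie p under 0.01, as in the study. The test was two-sided, as 2 times the smaller tail, and conditioned the treated count on the control count. The quasi-likelihood test of edgeR could not be fitted, since it estimates the spread from replicates. Intervals of single ratios are exact Clopper-Pearson intervals of the share of an mRNA's tags that came from the treated library. The test was checked on simulated libraries before use. Median ratios of gene lists were placed among 10000 random lists of the same size, matched on mean count to the 200 nearest mRNAs. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 were used, the last for TMM scaling and for the negative binomial exact test with an assumed coefficient of variation of 0.2 or 0.4.

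The mRNAs named beside the paper's results were chosen by a rule set before the data were examined. It took every mRNA that the paper or its supplements name by accession, and vitellogenin, Egfr, Mrjp1, Drosha, Pasha and Exportin 5 where a table pairs them with a record. It also took the 5 largest increases and the 5 largest reductions among mRNAs past both thresholds with at least 10 TPM in both libraries, and the 5 most abundant mRNAs. Of those by name, Mrjp1 was analysed and the others were not analysed here. Gene names came from the RefSeq table of Amel_HAv3.1, matched without the version of the record, and 2801 of the 5924 mRNAs had one. Since the build used in the study is not named, no coordinates are given, and the table served for names and for the order of neighbouring genes. Of the most abundant mRNAs and the predicted targets, those without a name in the table or the paper are not listed one by one.

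The lists of mRNAs were the predicted targets of Table S5, the juvenile hormone related mRNAs that the paper names, and 4 lists (6 in all) for jelly and nurse gland, muscle, moulting and juvenile hormone, and fat body and immune mRNAs, which were written before their ratios were computed, except that the counts of Mblk-1 and the numbers of higher and lower mRNAs had been seen. Members of these lists that are named in the observations fall outside the rule, and the lists whose members are given one by one were chosen after their values were seen. The alternatives covered the p and ratio thresholds, the test, filters on low counts, the replacement of a 0, the scaling and the assumed variation between libraries. Of the 21 alternatives for the number of different mRNAs, 15 were set before the data were examined and 6 were chosen after seeing the data. A comparison of mRNAs with and without a seed match to miR-184 needs transcript sequences, which were not used here. The predicted target list and GO annotations were not used here. Reads of an mRNA and its near-identical copies were not examined. Since only uniquely mapped reads were counted, tags shared by copies are left out of the counts.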

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

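The explanations in this part and the tests set against them were chosen after the counts of these mRNAs had been seen. The scalings and the assumed coefficients of variation that they use were among the alternatives set before the data were examined. The 5 mRNAs with the largest increase in the treated library, among those with at least 10 TPM in both libraries, lie outside the genes that the paper discusses. They were picked out because their level exceeded that of the control library. The log2 ratio was 1.94 for XM_623975.2, 1.85 for PPO, 1.75 for XM_001122695.1, 1.73 for LOC408761 and 1.70 for LOC409802. The 5 are the top of a ranked list, so that their ratios are expected to be overstated.

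The tables argue against counting error as the whole cause, since in 100 simulated pairs of unchanged libraries the mRNA in the same rank as LOC409802 had a log2 ratio of at most 1.05. The smallest log2 ratio of the 5 mRNAs was 1.69 under TMM scaling, centring on the median and scaling without the 10 most abundant mRNAs, but these shift all ratios by little and are a weak test. Against an offset in the scaling stands the median log2 ratio of the bulk of the mRNAs, whose upper limit was 0.04, if the bulk is taken as unchanged. What stays open is a difference between the larvae or the preparations that has no connection with miR-184. With a coefficient of variation of 0.2 assumed between libraries all 5 passed a negative binomial exact p under 0.01, and with 0.4, which is above the variation measured between the 2 libraries at each of 5 levels of abundance, the number was 0. An effect of miR-184 and a difference between the larvae of 2 libraries cannot be told apart for these mRNAs, because each condition has 1 library. No biological explanation was tested. PPO is also a member of the fat body and immune list, whose median was near 0.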

How the results depend on the processing

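No paired analysis was possible because each condition has 1 library, and for the same reason no library could be left out in turn. The number of different mRNAs was 534. Under 15 of its alternatives it lay within 1.5 times of this, from 363 at p under 0.001 to 728 at p under 0.05. Several of these could hardly move the number and are no check on it. A 0 replaced by 3 tags and a pseudocount of 0.1 TPM left every p as it was, and both gave 534. TMM scaling, which changed hardly any ratio, gave 535. The number was 861 with a ratio over 1.5 and 152 with a ratio over 4. It was 262 with a coefficient of variation of 0.2 assumed between the libraries and 22 with 0.4. Of the alternatives chosen after seeing the data, it was 1213 without a ratio threshold and 199 among mRNAs with a mean of at least 50 tags. The thresholds and the filter move the count by their construction, and all 262 and all 22 mRNAs under the assumed variation were among the 534. Which variation applies cannot be read from these libraries, because the robust spread holds treatment and preparation together. The extra coefficient of variation between the 2 libraries was 0.336 for mRNAs with 2 to 10 tags and 0.186 for those with at least 1000, so that 0.4 lies above it at each of the 5 levels measured, which start at a mean of 2 tags, and 0.2 lies inside its range.

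The lower mRNAs outnumbered the higher mRNAs in the treated library under all 21 alternatives, with 74.3% lower in the reported result. The direction did turn in a setting outside the 21. At p under 0.05 without a ratio threshold, 558 mRNAs with a mean of at least 50 tags were higher and 514 lower. Among the 21, the share of lower mRNAs was 63.8% with a ratio over 1.5 and 87.5% with a ratio over 4. It was 80.5% with a coefficient of variation of 0.2 and 81.8% with 0.4. Of the alternatives chosen after seeing the data, it was 56.9% without a ratio threshold and 69.8% when the control count was conditioned on the treated count, which gave 153 higher and 353 lower mRNAs. The last shift has the direction in which the test's lean turned in simulated unchanged libraries, and the cause of the others was not tested. The 3 other scalings gave 74.6% (TMM), 74.7% and 75.7%, but TMM changed hardly any ratio.

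The median log2 ratio over all mRNAs changed sign without the filter on low counts, from 0.014 to -0.016, the second at the lower limit of the interval of the first. The alternatives for the medians of the named predicted targets and of the juvenile hormone related mRNAs shift or shrink ratios by little, so that they do not test these medians. Of 431 results for 21 single named mRNAs, 14 fell back under the threshold, 6 passed it and 411 did not change side. Most of these alternatives leave the ratio itself as it was and the others shift it by little or shrink it, so that they do not test its direction. The comparison by seed match and its alternatives were not run.

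Depth limits the low mRNAs. A control count under 7 could not be called lower even against a listed 0, so that Mrjp1, with 2 tags in the treated and 5 in the control library, could not be called lower at this depth.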

Differences from the paper's values

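With the thresholds that the study states, 534 mRNAs differed between the libraries, against the paper's 279. The number lower in the treated library was 397 against the paper's 200, and the number higher was 137 against the paper's 79. Of the alternatives set before the data were examined, 4 brought the total within 1.5 times of the paper's value. It was 381 with a Benjamini-Hochberg adjusted p under 0.01, 363 with p under 0.001, 407 with at least 5 TPM in both libraries and 262 in a negative binomial exact test with an assumed coefficient of variation of 0.2. The same alternatives did so for the lower mRNAs, with 291, 278, 291 and 211. For the higher mRNAs it held for the first 3, with 90, 85 and 116, and not for the negative binomial exact test, which gave 51. The other 11 alternatives set before did not come within 1.5 times for any of the 3 numbers. A filter on a mean of at least 50 tags, chosen after seeing the values, gave 199 in total, 142 lower and 57 higher. No setting gave the paper's number, and none is stated in the paper's methods.

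The quotient of 55.8 and 2507 printed in Table S5 was 0.0223, against the paper's 0.222. No alternative set before the data were examined applies to it.

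In Table S1, 13 miRNAs had under 10 reads in both jellies and 35 had more, where the paper gives 14 and 34.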

Other observations

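The split of 397 lower and 137 higher mRNAs had been seen before any test in this part was chosen; those of TMM scaling, of counting error, of low counts, of the direction of the jelly and nurse gland list, of extra variation and of directly adjacent genes were set before their own results were seen, and the others after. The lower mRNAs outnumbered the higher mRNAs. TMM scaling decided nothing, with 74.6% lower, since its factors were 0.999 and 1.00 and moved hardly any ratio. If the bulk of the mRNAs is taken as unchanged, the tables argue against an offset in the scaling. All log2 ratios would have to be raised by 0.18 to bring the share to 55% or less, while the lower limit of the median log2 ratio was -0.016. Counting error gave at most 28 different mRNAs in 100 simulated pairs. The test itself leaned to lower mRNAs in these unchanged pairs, with a mean of 10.36 lower and 6.09 higher, or 63.0% lower. With the control count conditioned on the treated count the lean turned, to 6.85 lower and 10.09 higher, whereas in the real libraries 69.8% were then still lower. Extra variation of the same size in both libraries, independent between mRNAs and set to that measured at 5 levels of abundance, gave a mean of 324.63 different mRNAs (287 to 367) with no mRNA set as changed, against the 534 observed. Of these 53.5% were lower on average and at most 66.4%, and 0 of 100 simulated pairs reached the observed share or the observed number. The variation was measured on the same libraries and includes any effect of the treatment. Its robust measure gives little weight to the largest changes, so that a number below 534 was largely built in. Variation of the same size in both libraries also sets the share near even by its construction. The simulation thus argues only against independent variation of this kind as the source of the split. Variation that moves many mRNAs together was not covered by the simulation. Low counts were not the cause either, since 71.4% were lower among mRNAs with a mean of at least 50 tags. At p under 0.05 without a ratio threshold, however, 558 of these abundant mRNAs were higher and 514 were lower, so that among them the excess of lower mRNAs belongs to the changes over 2-fold.

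RNA of jelly or of nurse bees on the control larvae was set out as a possible explanation, with the prediction that Mrjp1, Mrjp2 and Hbg3 would each be lower by more than 2-fold. The outcome was undecided. The median log2 ratio was -1.02, at the 17.2 percentile of random lists, and all 3 were lower, but Mrjp1 had 2 against 5 tags, Mrjp2 had 0 against 2 and itself gives the median although both of its counts lie under the floor, and Hbg3, the one with enough tags, was 1.76-fold lower. As the source of the whole excess it is argued against by the level of the list, under the premise that these mRNAs are abundant in the gland. The 3 mRNAs together had 128 TPM in the control library, whereas the lower mRNAs had 39443 TPM more there than in the treated library.

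Differences between the larvae or preparations that have no connection with miR-184 remain open. With an assumed coefficient of variation of 0.2, 262 mRNAs were different, and with 0.4, 22. The higher value lies above the extra coefficient of variation measured between the 2 libraries at 5 levels of abundance from a mean of 2 tags upwards, 0.186 to 0.336, which already includes any effect of the treatment. An effect of miR-184 and such a difference cannot be told apart, because each condition has 1 library, and the biological explanation by the treatment was not tested.

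The paper reports 15 lower and 10 higher mRNAs among its 64 expressed predicted targets, 8 of the lower ones by more than 2-fold. Random draws of 64 from all 5924 mRNAs would hold 10.4 lower mRNAs at p under 0.05 (95% range 5 to 16), 8.08 higher (3 to 14) and 5.79 lower by more than 2-fold (2 to 11). Drawn from mRNAs with a mean of at least 20 tags, 14.5 would be lower. The range was then 8 to 21, and it was 10 to 23 with a mean of at least 50 tags. The paper's 15 lies inside each of these ranges for lower mRNAs, the first of which ends at 16. For higher mRNAs the ranges with a mean of at least 20 and 50 tags were 8 to 21 and 11 to 25, and the paper's 10 lies inside the first of these and below the second. An effect on the predicted targets and the share of lower mRNAs in the whole table cannot be told apart, since the targets were not analysed here and the paper calls fewer mRNAs different in the whole table than were found with its thresholds, so that its own share is not known.

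A total of 6 lists were compared with random lists. The list of moulting and juvenile hormone mRNAs stood at the 0.79 percentile, with a median log2 ratio of -1.06 and 5 of 6 members lower. Jhe had 63 against 171 tags (log2 ratio -1.46), Cyp314a1 had 7 against 21, JHBP-1 had 872 against 1360, Usp had 125 against 159, and Mblk-1 is also a predicted target. Br-c went the other way, with 8 tags in the treated library and a listed 0 in the control library, which is past both thresholds with the listed 0 taken as 0, and the lower 95% limit of its log2 ratio was 0.76. Of the lower members, Jhe, Cyp314a1 and Mblk-1 were past both thresholds, the last 2 with treated counts as low as that of Br-c. The counts of Mblk-1 had been seen when the list was written. Without it the median was -0.66, at the 5.43 percentile. Counting error is argued against by the 4 of 5 other members whose 95% interval lies below 0. A difference in larval stage between the libraries may be an explanation, but it cannot be told apart from an effect of miR-184 with 1 library per condition, and the members did not all move in 1 direction.

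The other lists were less extreme. The muscle list had a median log2 ratio of 0.44, at the 94.6 percentile, with 4 of 5 members higher and 0 past the thresholds. The 95% counting intervals of TpnCIIa (0.02 to 1.29), TpnI (0.26 to 0.63) and Argk (0.42 to 0.51) lay above 0. Those of TpnCIIb (-0.17 to 0.38) and TpnT (-1.08 to 0.17) included 0. The fat body and immune list had a median of -0.06, at the 39.7 percentile. The juvenile hormone related mRNAs that the paper names for other miRNAs had a median of 0.06, at the 54.5 percentile. The mRNA XM_001119986.1 had 15 against 5 tags (Audic and Claverie exact count test, p = 0.0439), LOC726040 had 1336 against 1271 and LOC413374 had 95 against 96. The 2 predicted targets of Table S5 had a median of -0.59, at the 30.3 percentile, which is the midpoint of 2 mRNAs that go opposite ways and decides nothing.

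No shared change along the chromosomes was detected among the mRNAs that could be placed. Across 1615 pairs of consecutive mRNAs, taken from the 1635 that had a name and a place in Amel_HAv3.1 and a mean of at least 20 tags, so that other genes can lie between the members of a pair, the Spearman correlation of the log2 ratios was -0.016, inside the range of -0.048 to 0.048 of 2000 shuffled orders. Over the 342 pairs with no other protein-coding gene of the table between them it was 0.027, inside a wider range of -0.10 to 0.11. A weaker shared change than these ranges allow to be seen stays open. The correlations are across genes, which are not independent replicates.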
